A study of Mus musculus with 8 samples. Its data were reported in "Combined multidimensional single-cell protein and RNA profiling dissects the cellular and functional heterogeneity of thymic epithelial cells" (2023).

How the data were processed

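Thymic stromal cells of C57BL/6 mice were profiled by CITE-seq, a droplet method that counts the mRNA of single cells together with DNA tags carried by antibodies (antibody-derived tags, ADT). Stroma from 1-week-old and from 16-week-old mice was depleted of CD45-positive cells, stained with 27 tagged reagents and sorted for a mixture rich in EpCAM1-positive cells. Per the study's methods, cells of several thymi of an age went into one tube that was loaded on 2 wells, so the 2 replicate libraries of an age were wells of 1 pool. The series held 4 mRNA libraries and 4 ADT libraries, 1 of each kind per well. The labels name version 2 of the 3′ reagent kit and the methods name version 3, which was left open.

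The authors aligned the reads to mm10 with STARsolo and Ensembl gene models, kept cells with at least 2000 UMIs and deposited 1 table of whole-number counts (unique molecular identifiers, UMIs, per gene and cell) and 1 table of ADT counts per cell, neither normalised. No cell annotation by the authors was used here. The lowest cell in the tables held 2000 UMIs, and all 9953 barcodes were read. Library and age were taken from the ending of each cell name, which matches the sample titles, and 35 barcodes occurred in more than 1 library. Of 55487 gene identifiers, 55141 matched a symbol in the GENCODE M21 annotation (GRCm38) used here for names and coordinates, and the 346 others, with 0.0310% of UMIs, kept their identifiers. The study's methods name no strand setting among the parameters changed from the tool's defaults, so the default strand is assumed. How reads of near-identical gene copies were assigned cannot be seen in the count tables.

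Doublets were scored within each library with scrublet (scanpy 1.11.5). Its automatic limit marked 18 cells, too few to have worked, so the highest scores were removed at a rate of 0.8% per 1000 cells, 253 cells in all or 2.54%, and this rate was chosen after the automatic result was seen. All cells were clustered on 30 principal components of the 2000 most variable genes without mitochondrial and ribosomal genes, with a shared nearest neighbour graph of 10 neighbours and the Louvain method (igraph 0.11.9). Clusters were named from marker lists fixed before the data were examined. A marker counted where at least 10% of a cluster's cells held it at no less than a set fraction of its highest cluster, and a name needed at least 3 such markers. For all cells the fraction was 0.1, after an earlier rule on a fold of 1.5 against the other cells had named 1176 cells epithelial. Across the 4 rules compared, the epithelial class held 6687 cells at 0.1, 5877 at 0.2 and 4479 at 0.25. For thymic epithelial cells (TEC) the fraction was first 0.5 and then set at 0.25 after the outcome was seen. It left 684 cells unnamed, against 966 at 0.1, 2337 at 0.5 and 886 by fold. Naming rules, the doublet rate and the depth rule below are therefore choices of this re-analysis made with the data in view, and they are not those of the study.

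Epithelial clusters with a median under 3000 UMIs were left out, and this limit too was set after the clusters were seen. They held 912 cells. That was 16.7% and 18.6% of the epithelial cells of the 1-week libraries and 13.9% and 10.7% of those of the 16-week libraries (replicates 1 and 2). The study also excluded a cluster, for a raised share of mitochondrial and ribosomal reads together with fewer counts. No mitochondrial limit was set here. Kept epithelial clusters of 1128 and 810 cells, nearly all of 16 weeks, had median mitochondrial shares of 11.5% and 12.7%. One of 615 cells, nearly all of 1 week, had 11.4%. Cell quality thus remains a limit on classes and ages. The remaining 5682 TEC were clustered again after mutual nearest neighbour correction across library and depth class (over 12000 UMIs or not), following the batch the study removed. This gave 17 RNA clusters. Immune, stress or blood genes led some named clusters, namely Hbb-bs in a cTEC cluster, Nr4a1 in another, and Il12a and Nos2 or S100a8 and S100a9 in mature mTEC clusters. ADT counts were divided by the cell's total ADT count, multiplied by the mean total and taken as log2(x + 1). Clustering on 15 principal components of these gave 12 ADT clusters.

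Gates were set on ADT alone, as the study defines its populations: perinatal cTEC (UEA1-negative, CD83-positive, CD40-positive, Sca1-negative), mature cTEC (UEA1-, CD83-, CD40- and Sca1-negative), intertypical-like cTEC (UEA1-, CD83- and CD40-negative, Sca1-positive), intertypical mTEC (UEA1-positive, MHCII-low, CD80-low, Sca1-positive), mature mTEC (UEA1-positive, MHCII-high, CD80-high) and tuft-like mTEC (UEA1-positive, MHCII-low, CD80-low, Sca1-negative, CD63-negative, CD117-positive). CD66a was not among the tags. Ly51, a sorting stain of the study, had none either, so UEA1 alone separated cTEC gates from mTEC gates. The limit of each tag was where a 2-component Gaussian mixture over all TEC (scikit-learn 1.9.0) gave both components equal weight. It lay at 0.11 for CD83 and 0.10 for CD117 on the log2 scale, so any count passed, and 66.1% and 60.0% of TEC had no count of these tags. The other limits were 10.4 for UEA1, 3.04 for CD40, 7.20 for Sca1, 11.5 for MHCII, 2.42 for CD80 and 4.00 for CD63.

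RNA of the gates was compared on raw counts summed per pool and gate, with gates under 20 cells left out. The test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM factors, the filterByExpr filter, the pool as a block and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. All 9 sums shared 1 fit with 3 residual degrees of freedom, which come from sums of gates within 2 pools. Age had 1 pool per group, so no test was made of it. A gene was called different between ages where the larger class sum held at least 50 UMIs and the log2 ratio of TMM-scaled CPM (counts scaled to a common library total, 0.5 UMI added) was at least 1 in size, with the same sign, in all 4 pairings of a 1-week with a 16-week library. The same rule between the 2 wells of an age, which is 1 pairing, gave a background. Surface differences between RNA classes were taken within a library and called where every library with at least 20 cells in both classes had the same sign. Shares carry exact binomial (Clopper-Pearson) 95% intervals, and where a count was 0 the upper limit is 3 counts of the total. Intervals and floors cover counting error only.

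The genes named for a comparison were the 5 largest changes in each direction among those past the threshold. For gates they also needed at least 50 UMIs and one direction in every library with 20 cells in both gates. For age they needed the size rule above, with Xist, Tsix and 4 Y-linked genes kept apart. A list of 10 genes that the study discusses (Enpep, Foxn1, Dclk1, Ceacam1, Mcam, Il25, Prss16, Psmb11, Ccl21a and Aire) was fixed as well. Lists of muscle, keratinocyte, ionocyte, ciliated, neuroendocrine, enterocyte/hepatocyte and microfold genes were counted per cell after thinning to 3000 UMIs. Correlations of RNA with ADT ran over 46 units of RNA cluster by library.

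The tests, contrasts, gates, marker lists, gene lists and size rules above were fixed before the data were examined. So were these alternatives: Otsu limits (1 threshold per tag that best splits the cells), mixture limits within each age, the centred log ratio of ADT, a minimum of 3000 UMIs, doublets kept, no batch correction, 20 neighbours, 4000 variable genes, each library left out, DESeq2's size factors in edgeR, the DESeq2 Wald test (DESeq2 1.42.0), no filter on low counts, no replicate block, sums per library with the library as a block, scaling by total UMIs, a minimum of 20 UMIs and Pearson's correlation. Alternatives added after seeing the data were keeping the shallow epithelial clusters, leaving marker genes out of the clustering, and 3 other naming rules.

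The gate test was tested on simulated counts with 200 changed genes and a dispersion of 0.1. It recovered 48.5% of them for perinatal against mature cTEC (14749 genes), 20.5% for intertypical-like against mature cTEC (14864 genes) and 47.0% for mature against intertypical mTEC (14823 genes), with 2, 2 and 0 false calls. The simulated coefficient of variation (0.316) was below the 0.382 estimated from the data, so recovery in the data could be lower. The age rule recovered from 99.0% to 100% of its changed genes across the 5 classes. Past the rule were 28 unchanged genes in cTEC, 20 in intertypical TEC, 12 in mature mTEC, 2 in fibroblasts and 0 in endothelial cells. These simulated counts held counting error alone, with no further spread between wells. Their changed genes lay well above the limits of the rule in UMIs and in size of change. Recovery in the data could therefore be lower and false calls more frequent, above all in mature mTEC, whose wells differed most.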

Results

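The study asked whether surface proteins can separate the subtypes of thymic epithelial cells (TEC) that single-cell RNA profiles define. In the data set described here, RNA and 27 surface tags were counted in the same thymic stromal cells of 1-week-old and 16-week-old mice. Each age was 1 sorted pool loaded on 2 wells, here called replicates 1 and 2, so the spread between replicates covers capture and library preparation and not differences between mice. The 1-week libraries held 1846 and 1430 cells with 31917364 and 25654110 RNA UMIs, and the 16-week libraries 1939 and 4738 cells with 21281389 and 45480790. The median cell held 8021 and 8690.5 UMIs at 1 week and 7668 and 6668.5 at 16 weeks. ADT counts came to 8821612 and 7984013 per library at 1 week and to 8583623 and 15759159 at 16 weeks. Of all ADT counts of TEC, 56.2% fell on MHCII and 25.5% on UEA1, the lectin that marks medullary TEC.

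Clusters of all cells carried markers of epithelial cells (6687 cells), fibroblasts (2229), endothelial cells (412), mural cells (343), haematopoietic cells (177) and mesothelium (105). After shallow clusters and predicted doublets were left out, 5682 TEC remained, 1091 and 776 at 1 week and 1079 and 2736 at 16 weeks. Their median depth was 10002 and 11378 UMIs at 1 week against 7088 and 6133.5 at 16 weeks. The median cTEC differed less in depth between ages, with 10707 and 12669 UMIs at 1 week and 16778 and 12956 at 16 weeks.

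The first comparison asked how the RNA classes of TEC differed in frequency between the ages. Cortical TEC (cTEC) made up 71.5% ± 1.20 (SD, n = 2 wells) of TEC at 1 week and 4.26% ± 0.126 at 16 weeks, a difference of -67.2 points. Intertypical TEC, which carry Ccl21a and keratins 5 and 14, went from 8.08% ± 1.70 to 42.9% ± 1.76. Mature medullary TEC (mTEC) rose from 8.52% ± 0.896 to 28.5% ± 2.29, and tuft-like mTEC from 0.221% ± 0.0526 to 3.11% ± 0.578. Proliferating TEC fell by 5.31 points, from 9.70% ± 0.497 to 4.39% ± 0.0471. Its 2 clusters did not move alike, as 1 of 127 cells went from 6.52% ± 0.110 to 0.148% ± 0.0535 and 1 of 221 cells from 3.18% ± 0.607 to 4.24% ± 0.101. All 5 differences exceeded the spread between wells, but with 1 pool per age none was tested. Unnamed TEC, described below, lie outside these 5 classes. The cTEC loss would be smaller if the unnamed cells of 16 weeks were cTEC. The choice that moved the cTEC difference most was a lower marker level for naming, 0.1, which gave -38.0 points and also turned the difference of proliferating TEC to 5.33. With the marker genes left out of the clustering, the cTEC difference was -68.9 points.

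**Figure D1:**
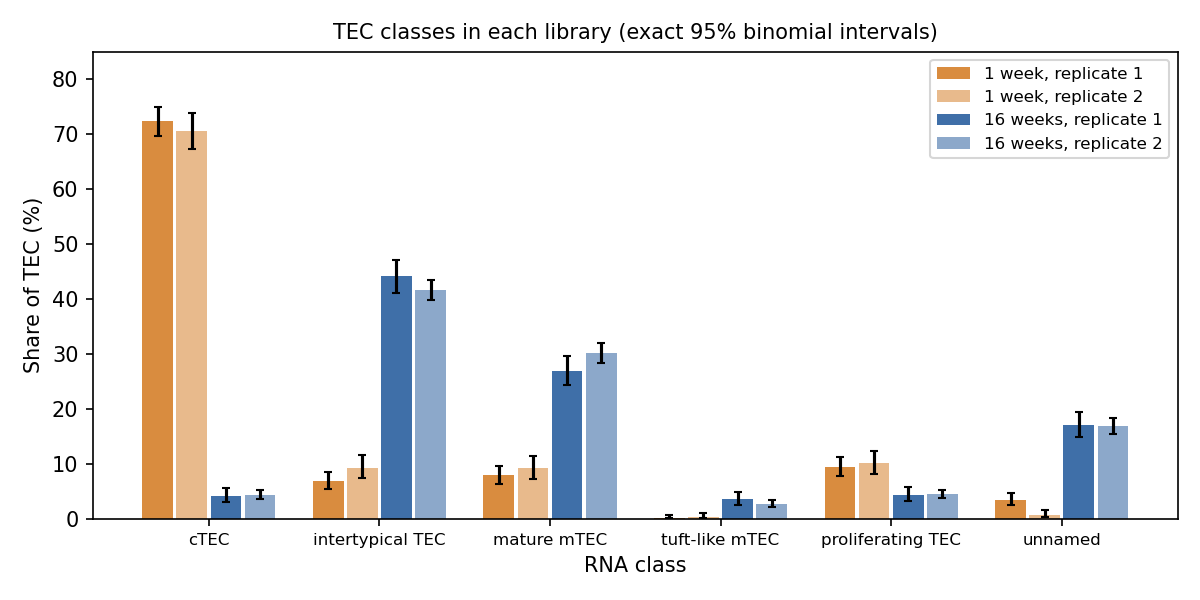
Share of TEC (%, vertical axis) in each RNA class (horizontal axis) for the 4 libraries, with exact 95% binomial intervals that cover counting error only. In both 1-week libraries cTEC held most cells, while intertypical TEC and mature mTEC led in both 16-week libraries.

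Another 684 TEC stayed unnamed, 2.02% ± 1.94 at 1 week and 16.9% ± 0.130 at 16 weeks. A cluster of 377 cells led by Fmod, Ackr4, Nrtn and Prelp made up 0.110% ± 0.0263 at 1 week and 9.77% ± 0.188 at 16 weeks. One of 287 shallow cells (median 4264 UMIs), led by Scn1a and Gm13629, made up 0.962% ± 1.36 and 7.08% ± 0.344. The smallest, 20 cells with a median of 56655.5 UMIs, was led by the T cell genes Trbc1, Trbc2 and Cd8a and made up 0.945% ± 0.608 and 0.0183% ± 0.0258.

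Surface protein was then compared between RNA classes within each library. Against mature mTEC, 18 tags were higher and 4 lower on cTEC in all 4 libraries. CD49a was higher by 3.12 ± 1.35 (log2, SD, n = 4 libraries), CD63 by 2.85 ± 0.07, CD270 (HVEM) by 2.81 ± 0.29 and CD83 by 1.34 ± 0.26, and CD80 and UEA1 differed by -3.36 ± 0.55 and -3.12 ± 0.33. With the centred log ratio in place of the total count, which moved these counts most, 9 tags were lower. CD40 had no common sign between cTEC and mature mTEC (-0.15 ± 0.17) but was lower in every library under the centred log ratio (-1.43 ± 0.19). Likewise MHCII went from 0.43 ± 0.44, with mixed signs, to -1.10 ± 0.76.

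Against intertypical TEC, cTEC had 13 tags higher and 6 lower in all 4 libraries. MHCII differed by 1.38 ± 0.13, CD83 by 1.24 ± 0.27, Sca1 by -2.12 ± 0.19, UEA1 by -3.54 ± 0.52 and CD40 by -0.52 ± 0.33. Mature mTEC had 3 tags higher and 15 lower than intertypical TEC. CD80 was higher by 2.47 ± 0.79 and MHCII by 0.95 ± 0.52, whereas Sca1, CD63 and CD49a differed by -2.98 ± 0.82, -2.90 ± 0.28 and -2.24 ± 0.10. CD40 was lower on mature mTEC than on intertypical TEC in every library (-0.37 ± 0.35), and the centred log ratio turned this to higher in every library (0.88 ± 0.49).

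Tuft-like mTEC could be compared at 16 weeks alone, where both libraries held over 20 of them. CD117 was 3.60 ± 0.29 higher (n = 2) than on intertypical TEC and 3.57 ± 0.28 higher than on mature mTEC. Relative to intertypical TEC, 11 tags were higher and 12 lower, among them CD63 (-2.04 ± 0.15) and Sca1 (-2.03 ± 0.17), while CD80 was higher (1.91 ± 0.15). Relative to mature mTEC, 19 tags were higher and 4 lower, or 7 lower without 16-week replicate 1. CD63 was 0.64 ± 0.25 higher than on mature mTEC, and lower under the centred log ratio (-0.40 ± 0.02). The Fmod- and Ackr4-led cluster carried more CD49a than intertypical TEC (4.23 ± 0.05, n = 2 libraries of 16 weeks) and than cTEC (2.14). It carried less UEA1 than intertypical TEC (-3.15) and more Sca1 than cTEC (2.15). Against cTEC its UEA1 differed by 0.79, or by -0.16 under the centred log ratio, so it lay nearer to cTEC. For the Scn1a-led cluster (n = 3 libraries) this was 0.96, or 0.08 with mixed signs. The study counts UEA1-negative clusters as cTEC, among them 1 with Sca1 that was more frequent at 16 weeks. The cTEC share given here may therefore be too low at that age.

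To ask how far both layers grouped the same cells together, RNA and ADT clusterings were compared. The adjusted Rand index of the 17 RNA and 12 ADT clusters was 0.272, against a mean of 0.0557 and a highest value of 0.0601 in 1000 shufflings of ADT labels within libraries. It was 0.203 within 1-week and 0.266 within 16-week cells. Of an RNA cluster, a median of 57.5% lay in 1 ADT cluster (shuffled mean 22.2%, highest 24.4%). Among the alternatives, the index was lowest with shallow clusters kept (0.225) and highest with 20 neighbours (0.322). In an ADT cluster of 679 cells, of which 2.21% were 1-week cells, 75.1% were unnamed TEC.

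Each tag was also set against the RNA of its gene across 46 units of RNA cluster and library. These units share pools and clusters and are not independent, so no p-value is given. The highest of 26 Spearman coefficients was that of CD80 (0.846, or 0.778 to 0.872 when each library was left out, with a Pearson r of 0.892), followed by CD200 (0.792), Sca1 with Ly6a (0.747) and podoplanin with Pdpn (0.739). CD83 had a coefficient of 0.607, CD40 of 0.574 and CD117 with Kit of 0.495. The lowest was that of MadCAM1 (-0.639, with 789 UMIs of Madcam1 in all TEC). HVEM with Tnfrsf14 had a coefficient of -0.0171, over 167 UMIs. The median over the tags was 0.289. Under the centred log ratio, which moved it most, the median was 0.478, with CD40 at 0.826 and CD83 at 0.157.

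**Figure D2:**
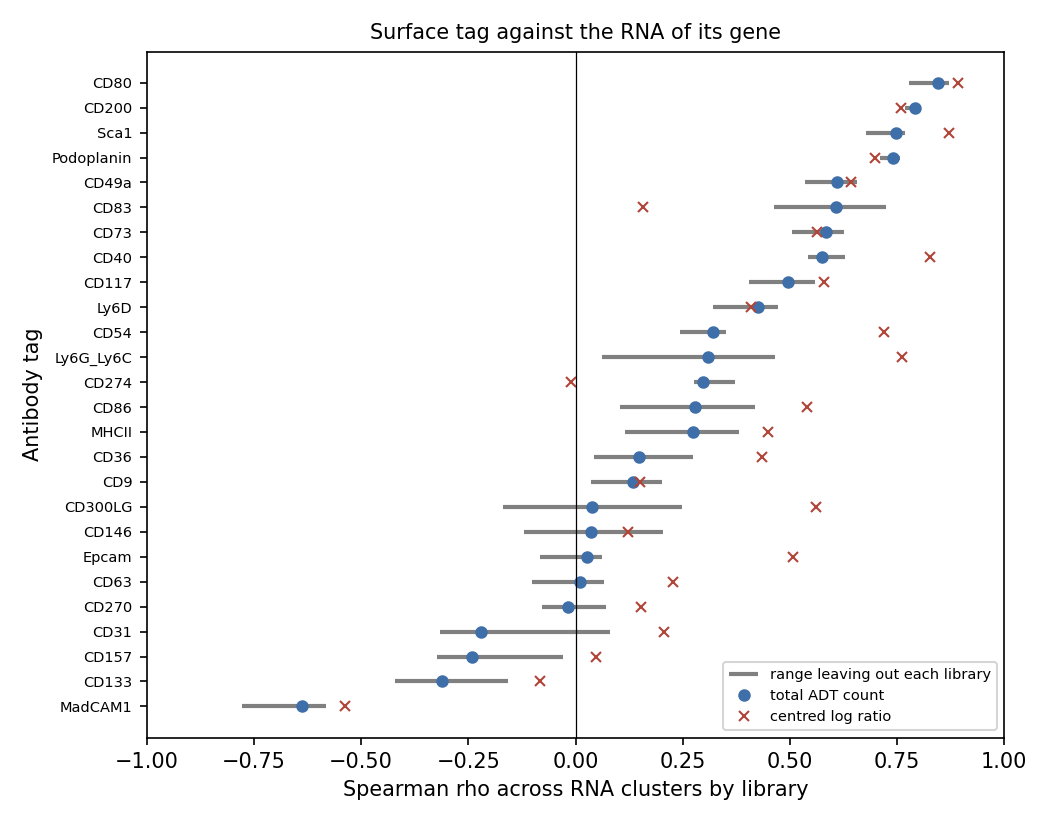
Spearman rho (horizontal axis, no unit) between each surface tag (vertical axis) and the RNA of its gene over 46 units of RNA cluster and library. Circles use ADT scaled by the total count, crosses the centred log ratio, and grey lines the range when each library is left out. CD80 has the highest circle, at 0.846, and MadCAM1 the lowest, at -0.639.

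Gates set on surface tags alone, after the study's definitions, left 3183 of the 5682 TEC in no population. The share left out was 29.0 points larger at 16 weeks than at 1 week. Under the centred log ratio 1497 TEC were left out, and this difference turned to -13.5 points. The perinatal cTEC gate held 55.6% ± 1.35 of TEC at 1 week and 4.39% ± 0.734 at 16 weeks, a difference of -51.2 points. Shares of the mature cTEC gate overlapped between ages (2.12% ± 0.630 and 2.68% ± 0.246), a difference of 0.556 points that was 1.00 without 1-week replicate 1 and 0.110 without 1-week replicate 2. The intertypical-like cTEC gate went from 0.404% ± 0.207 to 6.59% ± 1.33, the intertypical mTEC gate from 2.16% ± 0.591 to 7.78% ± 1.04 and the mature mTEC gate from 2.51% ± 0.993 to 12.1% ± 0.985. Only 8 cells met the tuft-like definition, 0.202% ± 0.0240 of TEC at 16 weeks. At 1 week there was none in 1091 and 776 TEC, which allows shares of up to 0.275% and 0.387%. The perinatal difference changed most under the centred log ratio, to -30.8 points, where the mature cTEC gate differed by -13.4 points. Mixture limits set within each age reversed the intertypical mTEC gate to -2.02 points and the tuft-like gate to -0.0920 points, and keeping shallow clusters reversed the tuft-like gate to -0.0195 points.

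Whether the gates found the matching RNA classes was read as purity, the share of gated cells in that class. Both the perinatal and the mature cTEC gate were matched to the undivided cTEC class. Purity therefore cannot tell whether the perinatal gate held perinatal rather than mature cTEC. The intertypical-like cTEC gate was matched to intertypical TEC alone, while the study relates its cluster to mature cTEC as well. Of the 1200 cells in the perinatal cTEC gate, 82.8% were cTEC (exact 95% interval 80.6 to 84.9), a class that was 26.4% of TEC. Per library this was 89.8% and 92.0% at 1 week, where cTEC were 72.3% and 70.6% of TEC. At 16 weeks the purity was 26.4% and 34.0%, where cTEC were 4.17% and 4.35% of TEC. There 50.9% and 49.1% of the gate were mature mTEC. In the mature cTEC gate 23.3% of 146 cells were cTEC (16.7 to 31.0) and 67.8% were mature mTEC. Its purity was 78.6% and 76.9% in the 1-week libraries. At 16 weeks it was 0 of 27 cells (which allows up to 11.1%) and 2.56%, and 92.6% and 93.6% of the gate were mature mTEC. Pooled purity of this gate was therefore 47.1% without 16-week replicate 2 and 10.2% without 1-week replicate 1. With the centred log ratio, the alternative that moved it most upward, it was 60.0% of 458 cells. At 16 weeks, however, 9 of 50 and 17 of 85 cells of that gate were cTEC (replicates 1 and 2). A purity of 8.22%, the lowest, came with a marker level of 0.1.

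In the intertypical-like cTEC gate (275 cells), 20.4% were intertypical TEC (15.8 to 25.6), below the 31.0% of that class among all TEC. The unnamed clusters made up 60.4% of the gate, 33.1% from the Fmod- and Ackr4-led and 27.3% from the Scn1a-led cluster. This purity held for the clustering used here and not for others. It was 54.7% with doublets kept, 56.0% without batch correction, 50.9% with 20 neighbours, 50.2% with 4000 variable genes, 50.5% without the marker genes, 46.1% with shallow clusters kept and 62.9%, the highest, at a marker level of 0.1. The age difference of the intertypical TEC class was also larger in several of them, up to 51.3 points without batch correction. Intertypical TEC made up 89.9% of the intertypical mTEC gate (86.3 to 92.9, 348 cells), and the gate took in 17.8% of the class. Mature mTEC were 74.5% of their gate (70.6 to 78.2, 522 cells) against 22.4% of TEC, and 30.6% of the class lay in the gate. Gates on the centred log ratio took in more of these classes, 56.8% of intertypical TEC and 84.0% of mature mTEC, at purities of 92.9% and 77.4%. Tuft-like mTEC were 2 of the 8 cells in the tuft-like gate (exact interval of the share 3.19 to 65.1%), and 1 of 2 without 16-week replicate 2.

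**Figure D3:**
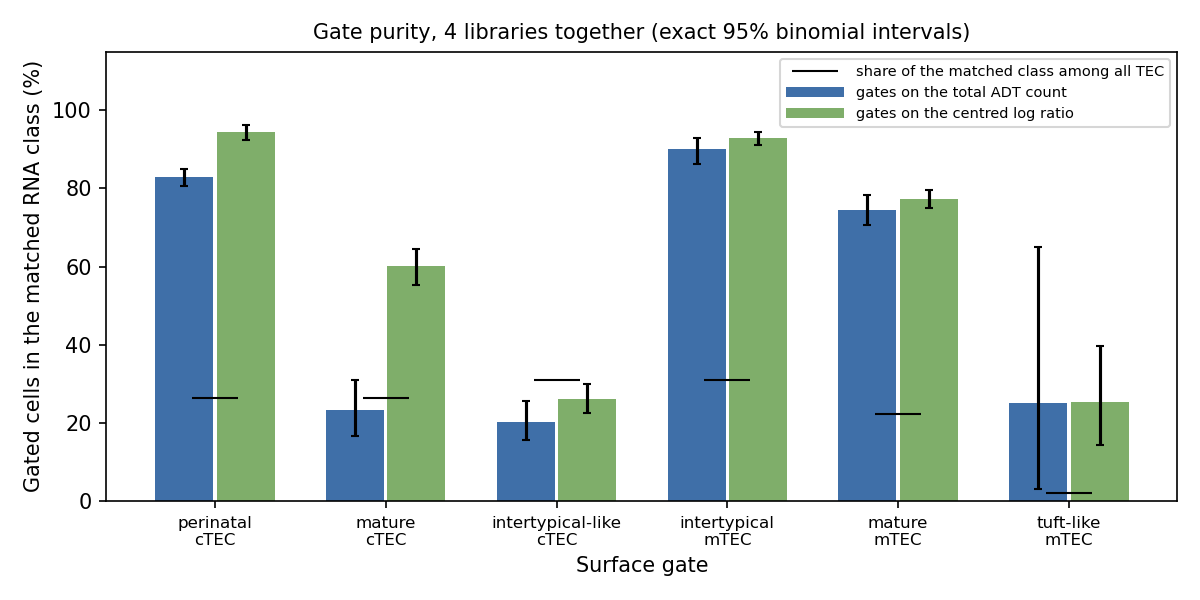
Share of gated cells in the matched RNA class (%, vertical axis) for the 6 surface gates (horizontal axis), over the 4 libraries together, with exact 95% binomial intervals for counting error. Blue bars use ADT scaled by the total count, green bars the centred log ratio, and black marks the share of the matched class among all TEC. The intertypical-like gate is the only one with blue and green bars both below its mark.

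The next question was which transcripts differed between gated populations. Since the gates use no RNA, these comparisons are not circular, but the mixed purity above applies to them. With edgeR's quasi-likelihood test on 9 sums of pool and gate (17106 genes, pool as a block), no gene (0) passed in any of 3 contrasts. At an unadjusted p under 0.05 there were 1121 genes for perinatal against mature cTEC, 1225 for intertypical-like against mature cTEC and 2464 for mature against intertypical mTEC. The intertypical-like gate gave 1 sum (16 weeks, 267 cells), so every p-value of its contrast with these gates rests on the spread of the other sums, which this lone sum is assumed to share. The tuft-like contrast was not run with 8 cells. DESeq2 on the same sums called 11 higher and 8 lower, 5 higher and 3 lower, and 269 higher and 193 lower genes. Without 1-week replicate 1, which leaves 7 sums and 1 residual degree of freedom, edgeR called 207 higher and 387 lower, 360 higher and 986 lower, and 907 higher and 350 lower. Gates on the centred log ratio gave 1425 higher and 913 lower for the mTEC contrast, with 227 higher and 128 lower for the perinatal contrast, 1 higher and 0 lower for the intertypical-like one, and 3 higher and 1 lower for the tuft-like one (11 sums, 18958 genes). With sums per library and the library as the block (15 sums, 12652 genes), edgeR called 134 higher and 89 lower, 308 higher and 374 lower, and 851 higher and 979 lower, but wells of 1 pool are not independent animals. Without the replicate block it called 0 genes in each contrast (565, 518 and 1077 genes at an unadjusted p under 0.05). DESeq2's size factors in edgeR moved the median log2 difference of all genes from 0.17 to -0.11 for perinatal against mature cTEC and from 0.06 to -0.11 for intertypical-like against mature cTEC, with 0 calls.

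Among the 10 genes fixed beforehand, 4 differed between perinatal and mature cTEC when adjusted over the list alone, and 0 over all genes tested. The list is not independent evidence, because the study discusses these genes partly from the same cells. Psmb11 (ENSMUSG00000072423, chromosome 14, 54621433 to 54629556, plus strand, GRCm38) was 3.57 higher on the log2 scale (SE 0.872, edgeR adjusted p 0.681 over all genes) and higher in 2 of 2 pools. Prss16 was 3.54 higher (SE 0.902), Enpep 2.50 (SE 0.754) and Foxn1 0.88 (SE 0.297), also in 2 of 2 pools. In the 16-week libraries, however, 92.6% and 93.6% of the mature cTEC gate were mature mTEC (replicates 1 and 2). Higher cTEC genes in that pool can therefore follow from mTEC in the gate. Only the 1-week pool bears on a difference between perinatal and mature cTEC. DESeq2 passed 3 over the list alone and 0 over all genes. With the centred log ratio 4 passed over the list alone and 1 over all genes, Foxn1 (ENSMUSG00000002057, chromosome 11, 78357577 to 78386558, minus strand), at 1.19 (SE 0.243, edgeR adjusted p 0.0263, higher in 2 of 2 pools). There too most cells of the 16-week mature cTEC gate were not cTEC, so the same limit holds for its 16-week direction.

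Between mature and intertypical mTEC, 3 list genes passed when adjusted over the list alone and 0 over all genes. Ccl21a (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993, minus strand) differed by -4.23 (SE 0.619, edgeR adjusted p 0.147), Aire (ENSMUSG00000000731, chromosome 10, 78030022 to 78043610, minus strand) by 2.62 (SE 0.770, adjusted p 0.227) and Dclk1 by -1.48 (SE 0.446), each with the same sign in 2 of 2 pools. DESeq2 passed Ccl21a over all genes, and the centred log ratio passed Aire, Ccl21a and Dclk1. For the intertypical-like against the mature cTEC gate, which shared 1 pool and rests on the lone sum above, 0 list genes passed either way.

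Under the centred log ratio most cells of the 16-week mature cTEC gate were not cTEC, as given above. Values of 16 weeks against that gate therefore do not compare cTEC alone. The 5 largest changes per direction can be named for the centred log ratio gates, with edgeR. In perinatal against mature cTEC these were higher for Inmt (ENSMUSG00000003477, chromosome 6, 55170626 to 55175043, minus strand), by 4.38 on the log2 scale (SE 0.440, adjusted p 0.00249, higher in the 3 libraries with 20 cells in both gates), and for Aldh3b2 (4.56), Amn (4.26), Neu2 (4.15) and the antisense gene Gm29481 (4.58). Epha5 (-3.77) and Gpc5 (-3.40) were lower, each with 2 UMIs in the perinatal gate of the 16-week pool. Trp73 had 5 UMIs against 40 in the 1-week pool (log2 ratio -4.57, counting interval -6.26 to -3.22) and 0 against 16 in the 16-week pool, at least 3.46-fold lower against a floor of 3 counts over the gate. Gm11627 was lower in the 1-week pool (12 against 43, -3.41, -4.47 to -2.46), and with 0 against 7 UMIs at least 1.52-fold lower by the same floor at 16 weeks, where the exact counting interval reached a log2 ratio of 0.10. Mill1 had 3 UMIs against 49 in the 16-week pool, a log2 ratio of -3.41 (counting interval -5.73 to -1.78), and 0 against 5 in the 1-week pool. The single gene of the intertypical-like contrast, Gm19935, had 298 UMIs against 0. Within the 16-week pool it was at least 23.5-fold higher (287 UMIs against 0), with the floor of 3 counts taken over the gate in that pool, as for the bounds below. In mature against intertypical mTEC the largest increases were in genes with 0 UMIs in intertypical mTEC. Within the 16-week pool they were Mroh4 (at least 16.2-fold), Ano2 (at least 14.2-fold), the processed pseudogene Gm11622 (at least 13.4-fold), the antisense gene Gm26537 (at least 13.2-fold) and Spink2 (at least 12.3-fold). At 1 week, against a smaller intertypical mTEC gate, the highest of these bounds was 1.53-fold (Spink2). Ccl21a (-4.07, SE 0.774, adjusted p 0.00581), Gm44758 (-4.02, with 1 UMI against 4 at 1 week), Fst (-3.99), Tgfbi (-3.79) and Ch25h (-3.69) were lower, each in 4 of 4 libraries. The tuft-like gate on the centred log ratio held few tuft-like mTEC, 25.5% of 51 cells (exact 95% interval 14.3 to 39.6). Its CD117 limit passed 58.9% of TEC although 60.0% had no CD117 count, so that limit also passed cells without a count. It gave 1 sum (16 weeks, 45 cells), so errors and p-values of its contrast rest on the spread of the other sums, which this lone sum is assumed to share. Against the intertypical mTEC gate, with 1 library compared, Nrgn (3.47), Espn (3.24) and Cyfip1 (1.98) were higher, and Cyp2f2 was at least 13.1-fold lower in the 16-week pool (0 UMIs against 890). Under that assumption 2 of the 10 genes fixed beforehand passed when adjusted over the list alone and 0 over all genes. Il25 was 3.87 higher (SE 0.988, edgeR adjusted p 0.0196 over the list and 0.196 over all genes) and Ceacam1 3.02 higher (SE 0.877, 0.0212 and 0.274), in the 1 pool compared, while Dclk1, at 0.65 (SE 0.521), did not pass (0.401 over the list).

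Differences between ages were counted within each class of cells by size alone. Sex-linked transcripts also differed between the pools, so a difference between these pools cannot be assigned to age alone. In cTEC, 368 genes were higher and 466 lower at 16 weeks among 13471 at the floor of 50 UMIs. In intertypical TEC, 863 were higher and 311 lower of 12724, in fibroblasts 807 and 502 of 12988, and in endothelial cells 199 and 172 of 6342. In mature mTEC 480 were higher and 79 lower of 14075. Between the wells of 1 age the same rule, over 1 pairing in place of 4, set apart 176 genes at 16 weeks and 81 at 1 week in cTEC. It set apart 88 and 79 in intertypical TEC, 95 and 93 in fibroblasts and 78 and 119 in endothelial cells. In mature mTEC it set apart 821 of 14056 genes at 16 weeks and 477 of 6783 at 1 week. A rule over 4 pairings is stricter than over 1, so these counts cannot be set directly against those between ages.

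Scaling by total UMIs gave 542 higher and 319 lower genes in cTEC, turning the balance of directions, since it moved the median log2 difference of all genes from -0.11 to 0.08. It also turned the balance in endothelial cells, to 169 higher and 197 lower (median from 0.02 to -0.07). Apart from leaving out a library, a floor of 20 UMIs moved the counts of mature mTEC most, to 747 higher and 149 lower in mature mTEC. Leaving out a library leaves 2 pairings, which loosens the rule. Counts in cTEC were then 568 higher and 905 lower without 16-week replicate 1, and 787 and 1231 without 16-week replicate 2. In intertypical TEC they were 1558 and 504 without 1-week replicate 1, 1614 and 518 without 1-week replicate 2, and 575 higher without 16-week replicate 2. In mature mTEC they were 1237 and 396 without 1-week replicate 1 and 1303 and 310 without 1-week replicate 2, and 119 were lower without 16-week replicate 2. In endothelial cells they were 126 and 311 without 16-week replicate 2 and 325 and 114 without 1-week replicate 1, and 351 were higher without 1-week replicate 2. Fibroblast counts stayed between 672 and 1146 higher and between 487 and 584 lower.

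**Figure D4:**
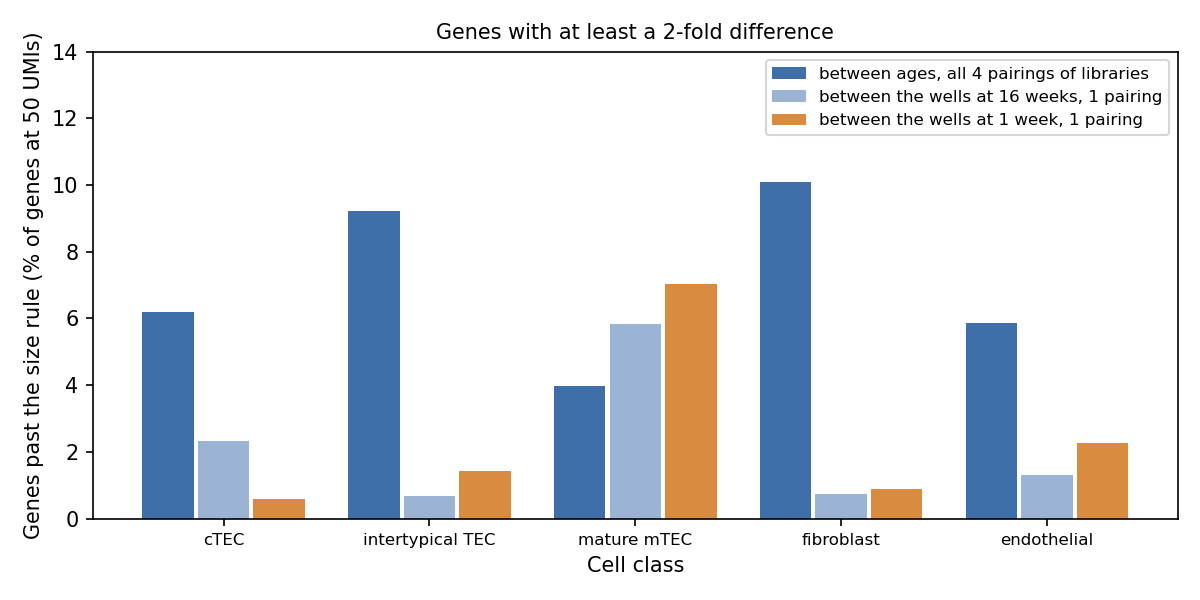
Genes past the size rule between ages (% of genes with at least 50 UMIs, vertical axis) for each cell class (horizontal axis), beside the same rule applied between the 2 wells of an age. Dark blue bars stand for both directions between ages over 4 pairings of libraries, light blue and orange bars for the wells of 16 weeks and of 1 week, each over 1 pairing, which is a looser rule. The well bars are highest in mature mTEC (821 of 14056 genes and 477 of 6783).

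Named below are genes from the 5 largest changes per direction, as log2 of 16 weeks over 1 week. In cTEC a gene without a symbol, ENSMUSG00000118607 (53 UMIs against 1, 8.24, counting interval 6.47 to 14.34), Gm13629 (antisense, 7.04), Gm48898 (5.51), Tns4 (5.39) and Hs3st6 (4.77) were higher. Twist2 (ENSMUSG00000007805, chromosome 1, 91801461 to 91848028, plus strand) was lower, with 1 UMI against 480 (-5.24, counting interval -10.93 to -3.14). Mest (ENSMUSG00000051855) went from 210 UMIs to 0, at least 7.21-fold lower against a floor of 3 counts over the group, and Fbn2 from 182 to 0, at least 6.25-fold. Both were over 45 times higher in 1-week fibroblasts than in 1-week cTEC (45.5 and 45.4 times), so free RNA of fibroblasts stays open for them. The pseudogene Gm49309 and Gm45901 were at least 5.39-fold and 5.25-fold lower. In intertypical TEC, Vit (ENSMUSG00000024076, chromosome 17, 78508064 to 78627408, plus strand) had 632 UMIs against 0, at least 26.5-fold higher, followed by Prom2 (at least 19.8-fold), Fhod3 (287 UMIs against 0) and Kcnb2 (at least 8.26-fold). Ccl11 (ENSMUSG00000020676) was 5.75 higher, with 13431 UMIs against 33. Cnmd (-4.54), Gm266 (-4.16), Ppp1r27 (-3.94) and Lbhd2 (-3.81) were lower, as was H19 (-4.59), which was 39.5 times higher in 1-week fibroblasts.

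In mature mTEC, the largest increases included Lcn10 (at least 13.8-fold), Myh8 (at least 11.5-fold), Avil (at least 9.24-fold) and Gtsf1 (at least 8.79-fold), each with 0 UMIs at 1 week. Gzmd (-6.15), Gm19531 (antisense, -5.59), Gm10696 (-4.26) and Ifit1bl1 (-3.87) were lower. Wells of 1 age differed in these genes. At 1 week, replicates 1 and 2 had 106 and 11.5 CPM of Gzmd, 4.20 and 44.5 of Gm19531, 47.7 and 8.71 of Gm10696 and 67.5 and 15.1 of Ifit1bl1. Lcn10 stood at 3.30 CPM in 16-week replicate 1, and its log2 ratio ranged from 2.85 to 6.04 over the 4 pairings. In 16-week replicates 1 and 2, Myh8 stood at 6.47 and 19.3 CPM (log2 ratios from 3.82 to 5.66). Gtsf1 stood at 17.6 and 8.80 CPM there (from 4.26 to 5.52). Defa28, of a family of similar copies, had 1 UMI against 58 (-7.60, counting interval -13.56 to -5.70). All 58 came from 1-week replicate 2 (53.6 CPM), with 0 UMIs in replicate 1. In fibroblasts Cyp2f2 (190 UMIs against 0, at least 23.8-fold), Gm16867 and ENSMUSG00000118607 (each at least 17.5-fold), Serpina1b (at least 14.6-fold, in a family of similar copies) and Art2a-ps (at least 14.3-fold) were higher. Klf14 (ENSMUSG00000073209, 0 UMIs against 56) was at least 49.8-fold lower, and H19 (-7.82, 122 UMIs against 10889), Dlk1 (-7.61), Cthrc1 (-6.83) and Igf2 (-6.63) were lower. In endothelial cells Hspa1b (4.68), Hspa1a (4.61) and their pseudogene Gm8696 (142 UMIs against 3, 5.12, counting interval 3.67 to 7.54) were higher, and reads could have been shared among these 3. Hsd11b1 (50 UMIs against 1, 4.85, counting interval 2.78 to 10.66) and Dclk1 (4.22) were also higher, at 28.7 and 3.68 times the endothelial level in 16-week fibroblasts. Lyve1 (1 UMI against 206, -7.33, counting interval -13.31 to -5.51), Prox1 (2 against 116, -5.77, -9.24 to -4.29), Pimreg (1 against 68, -5.74, -11.73 to -3.88) and Cenpf (-4.84) were lower. Marco went from 67 UMIs to 0 (at least 27.8-fold), with 77.0 CPM in 1 well of 1 week and 4.15 in the other.

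Transcripts of mimetic cells, mTEC that carry programs of peripheral tissues, were counted in mature mTEC thinned to 3000 UMIs per cell (154 cells at 1 week and 1003 at 16 weeks, median 8771.5 and 7494 UMIs before thinning). Fibroblasts (370 and 1611 cells, median 20304 and 11962 UMIs) served as a background. At least 2 genes of the enterocyte/hepatocyte list were found in 18.2% of 1-week and 20.4% of 16-week mature mTEC (40.3% and 46.9% unthinned), against 1.08% and 2.23% of fibroblasts (9.19% and 13.8% unthinned). The microfold list gave 7.14% and 12.8% (31.2% and 37.0% unthinned), against 1.35% and 5.46% (12.97% and 25.82% unthinned). Tuft-like mTEC of 16 weeks met it in 14 of 108 cells (32.4% unthinned), close to the share of mature mTEC. The keratinocyte list gave 3.90% and 8.67% (14.3% and 24.5% unthinned), against 0.541% and 1.86% of fibroblasts (7.57% and 11.98% unthinned) and 2.78% and 5.85% of intertypical TEC (16.7% and 21.3% unthinned), so this list was not specific to mature mTEC. The unthinned share of 16-week cTEC was 27.6%. The neuroendocrine list gave 4.55% and 6.28% (15.6% and 21.2% unthinned), against 0 of 370 fibroblasts (up to 0.811%) and 0.0621% (1.35% and 1.43% unthinned). The ciliated list gave 1.95% and 1.50% (4.55% and 2.99% unthinned), against 0 of 370 (up to 0.811%) and 0.124% (0 and 0.124% unthinned), and 0 of 108 tuft-like mTEC of 16 weeks (up to 2.78%, and 2.78% unthinned). The muscle list gave 1.95% and 1.50% (6.49% and 4.69% unthinned), against 1 of 370 fibroblasts and 0.0621% (0.541% and 0.186% unthinned). It was met by 0 of 108 tuft-like mTEC (up to 2.78%) but by 7.41% unthinned, more than of mature mTEC. The ionocyte list was met by 0 of 154 cells at 1 week (up to 1.95%) and 0.0997% at 16 weeks (0 and 0.199% unthinned), against 0 of 370 and 0 of 1611 fibroblasts (up to 0.811% and 0.186%), so it was not detectable above background at this depth.

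Sex-linked transcripts were counted apart. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 1758 and 1454 UMIs in the 1-week libraries and 2 and 6 in the 16-week libraries. Eif2s3y had 477 and 370 UMIs at 1 week and 0 at 16 weeks in both libraries, which allows up to 0.141 and 0.0660 CPM. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, minus strand) stood at 652 and 682 CPM at 1 week and at 1441 and 1570 CPM at 16 weeks.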

Values the study reported

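The study reports 9953 cells after its threshold of 2000 UMIs, of which 5834 were TEC. It describes 8 clusters of TEC by RNA and 9 by surface protein.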

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

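For the results of this part, the tests on single tags or groups of them and the test on Rag1 were chosen only after the result was seen.

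Some surface differences between RNA classes pointed one way in both 1-week libraries and the other way in both 16-week libraries. These differences between ages were not tested, since each age was 1 pool. Between cTEC and intertypical TEC, CD49a went from -0.32 at 1 week to 2.10 at 16 weeks (log2, a gap of 2.42), CD63 from -0.22 to 0.11 (0.33), CD133 from -0.05 to 0.36 (0.41) and CD117 from 0.14 to -0.29 (-0.44). Between mature mTEC and intertypical TEC, UEA1 went from 0.17 to -1.02 (-1.19), CD86 from 0.84 to -0.61 (-1.44), Ly6G/Ly6C from 0.87 to -0.16 (-1.03), CD146 from 0.06 to -0.20 (-0.26) and CD157 from 0.10 to -0.04 (-0.14).

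Scaling by the total ADT count is a technical explanation, because MHCII and UEA1 held most of the count and differed between classes. Under the centred log ratio 5 of the 9 differences stayed opposite, while 14 were opposite in all under that scaling. For the signs as a set, normalisation by the total ADT count and a difference between ages cannot be told apart, since neither scaling is known to be the right one. The gaps between ages say more. For CD49a and CD63 on cTEC, normalisation as the whole cause of the gap is argued against, since under the centred log ratio it was 2.27 and 0.49, with the wells of the 2 ages not overlapping. The 16-week value of CD63 (0.12, SD 0.15) does not fix its sign there. For Ly6G/Ly6C, CD86 and UEA1 on mature mTEC it is likewise argued against, with gaps of -1.06, -1.13 and -0.62 and no overlap of wells, although the signs were no longer opposite and the gap of UEA1 became smaller. For CD117 and CD133 on cTEC and CD146 and CD157 on mature mTEC, normalisation and a difference between ages cannot be told apart. Of all TEC 60.0%, 52.8%, 79.9% and 90.4% had no count of these tags, and the centred log ratio of an empty tag is set by the other tags. Age, the sex of the pools and staining of 2 pools remain open for all 9 and were not tested.

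The sort left out CD45-positive cells, yet cells with haematopoietic markers made up 0.825% and 0.739% of the 16-week libraries (replicates 1 and 2) and 3.85% of each 1-week library. They were used in no comparison of the report. Rag1 was found in 62.7% of these cells (exact 95% interval 55.1 to 69.9) and in 1.84% of fibroblasts, a difference of 60.9 points, at median depths of 3644 and 11490 UMIs. Free RNA of thymocytes in droplets of other cells and thymocytes that passed the sort, alone or attached, cannot be told apart by this, as Rag1 is among the genes that lead the cluster and the cells were grouped by such genes. No biological explanation of the difference between ages was tested.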

How the results depend on the processing

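Keeping shallow clusters, leaving marker genes out of the clustering and the other naming rules were chosen only after the results were seen. The other alternatives were fixed beforehand. Of the values that answer a comparison, 336 under the fixed alternatives and 132 under the added ones kept their direction and stayed within the spread between wells or, for counts, within 1.5 times. Another 123 and 37 went beyond that without a called sign changing, and 2 and 2 reversed. For the single tags followed across the alternatives, 124 and 60 values stayed and 16 and 10 moved. Tags outside that set did reverse, and of those named in the report the centred log ratio turned CD40 between mature mTEC and intertypical TEC from -0.37 to 0.88 and CD63 between tuft-like and mature mTEC from 0.64 to -0.40. Unless a reason is given, the cause was not tested.

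Clustering choices moved the class shares (16 weeks minus 1 week, in points) and the purities, and kept the direction of the cTEC, intertypical TEC and mature mTEC differences. With predicted doublets kept, cTEC differed by -70.1, intertypical TEC by 44.3 and proliferating TEC by -3.67, with purities of 85.8% for the perinatal cTEC gate and 54.7% for the intertypical-like gate. Without batch correction the differences were -72.6, 51.3 and -3.88, the purities 86.2% and 56.0%, with 83.0% for the intertypical mTEC gate, and the Rand index 0.317. There, 2 tags were lower on cTEC than on mature mTEC and 5 higher on mature mTEC than on intertypical TEC. With 20 neighbours the differences were -61.5, 40.4 and -8.97, the purities 78.2%, 50.9% and 79.0%, the Rand index 0.322 and the median share 63.1%, and 6 tags were higher on cTEC than on intertypical TEC. With 4000 variable genes, intertypical TEC differed by 43.1 and proliferating TEC by -6.39, and intertypical-like purity was 50.2%. With marker genes left out, the differences were -68.9, 42.7 and -3.79 and intertypical-like purity was 50.5%.

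With shallow clusters kept, cTEC differed by -58.1, mature mTEC by 23.7, proliferating TEC by -3.11, the perinatal cTEC gate by -42.6 and the intertypical mTEC gate by 3.01, and the tuft-like gate reversed to -0.0195. Purities were 78.5% (perinatal), 46.1% (intertypical-like), 75.4% (intertypical mTEC) and 0% (tuft-like). The Rand index was 0.225 and the median share 47.9%. Of the tags, 7 were lower on cTEC than on mature mTEC and 6 higher on cTEC than on intertypical TEC, and 147 genes were lower with age in mature mTEC. With a minimum of 3000 UMIs per cell, perinatal purity was 85.3% and mature mTEC purity 66.8%.

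The naming rule mattered most for classes. At a marker level of 0.1, cTEC differed by -38.0, intertypical TEC by 22.3 and mature mTEC by 39.6, and proliferating TEC reversed to 5.33. Purities were 48.9% (perinatal), 8.22% (mature cTEC), 62.9% (intertypical-like) and 32.8% (intertypical mTEC). Tags higher on cTEC than on intertypical TEC numbered 5, those higher on tuft-like mTEC than on intertypical TEC 6, and genes higher with age in mature mTEC 723. At 0.5 the differences were -61.3, 10.9 and 14.6, the purities 77.5% (perinatal), 31.0% (intertypical mTEC) and 65.3% (mature mTEC), and 6 tags were higher on cTEC than on intertypical TEC. Naming by fold gave a cTEC difference of -60.3 and a perinatal purity of 76.0%.

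Gate limits moved the gates, in the order perinatal cTEC, mature cTEC, intertypical-like cTEC, intertypical mTEC, mature mTEC and tuft-like mTEC. Otsu limits gave shares of -38.8 and -1.63 for the cTEC gates that moved and 9.30 and 19.4 for intertypical and mature mTEC, purities of 92.9% (perinatal), 34.3% (mature cTEC) and 64.3% (mature mTEC), and 1 gene higher in perinatal than in mature cTEC by edgeR. Limits within each age gave -32.0, -6.54, 2.45, -2.02, 16.2 and -0.0920, where the intertypical mTEC and tuft-like gates reversed. This setting places each limit by the cells of 1 age alone. Purities were 56.8% (mature cTEC), 81.0% (intertypical mTEC) and 64.5% (mature mTEC). The centred log ratio gave -30.8, -13.4, 13.1, 24.1, 19.8 and 0.735, and purities of 94.5% (perinatal), 60.0% (mature cTEC) and 26.2% (intertypical-like). It gave a median share of 54.1% and a median rho of 0.478. Tags lower on cTEC than on mature mTEC were 9, higher on cTEC than on intertypical TEC 8, higher on mature mTEC than on intertypical TEC 9, and lower on tuft-like than on mature mTEC 10.

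Counts of genes between gates, 0 by edgeR in each of 3 contrasts (1121, 1225 and 2464 at an unadjusted p under 0.05), moved under many settings. Higher and lower genes for perinatal against mature cTEC, intertypical-like against mature cTEC and mature against intertypical mTEC were 11 and 8, 5 and 3, and 269 and 193 by DESeq2. They were 81 and 121, 77 and 288, and 734 and 305 with no filter on low counts, 134 and 89, 308 and 374, and 851 and 979 with the block by library, and 227 and 128, 1 and 0, and 1425 and 913 under the centred log ratio. The block by library adds sums without adding animals. A floor of 20 UMIs, which tests more genes, gave age counts of 582 higher in cTEC, 494 lower in intertypical TEC, 747 higher and 149 lower in mature mTEC, and 346 higher and 330 lower in endothelial cells.

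Leaving out each library in turn gave purities from 75.5% to 87.6% for the perinatal and from 10.2% to 47.1% for the mature cTEC gate, median shares from 52.8% to 57.4% and median rho from 0.244 to 0.313, and from 4 to 7 tags lower on tuft-like than on mature mTEC. Genes between gates ranged from 0 to 207 higher and 0 to 387 lower, 0 to 360 and 0 to 986, and 0 to 907 and 0 to 350. All the calls came without 1-week replicate 1, where 1 residual degree of freedom was left and the spread of lone sums is assumed to be like the others. Age counts ranged from 303 to 787 higher and 423 to 1231 lower in cTEC, 575 to 1614 and 228 to 518 in intertypical TEC, 372 to 1303 and 99 to 396 in mature mTEC, and 126 to 351 and 114 to 311 in endothelial cells. With 2 pairings in place of 4, the rule is looser by construction. The tuft-like contrast between gates gave a value under the centred log ratio alone, for lack of cells. Depth limits the rest, as the tuft-like gate held 8 cells and 16-week cTEC 45 and 119.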

Other observations

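The tests on the Y-linked genes, on the cluster of 1 well and on the coefficient of variation were chosen only after the result was seen.

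Y-linked transcripts were near 0 at 16 weeks, with 8 UMIs over both libraries against 3212 at 1 week. Too little depth is argued against, since the 1-week level would give 3725 UMIs there. A pool of both sexes at 1 week and of females at 16 weeks may explain it. Among 1-week cells over 12000 UMIs, Xist was found in 69.1% of the 569 with a Y-linked UMI and in 97.0% of the 800 without, 27.9 points apart. Free RNA could account for Xist in the cells with a Y-linked UMI. The labels used here give no sex. Age and sex are therefore confounded between the pools, and every difference between ages in the report stays open to both.

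Without batch correction, a cluster of 100 cTEC held 98 cells of 1-week replicate 1. Its median depth was 6720 UMIs, against 13445 in the other cTEC of that well. Transcripts of other cell types taken up in that well, as free RNA or in mixed droplets, may explain it. Markers of mesothelium were 11.2 times as high (8.55 to 14.6) as in the other cTEC of the well, those of fibroblasts 5.47 times (5.20 to 5.75) and those of haematopoietic cells 1.59 times (1.32 to 1.91). Its median doublet score lay at percentile 10.3 of the library. Doublets and free RNA cannot be told apart by this, as the score's automatic limit marked 18 of all cells and the highest scores had been removed. After correction, 71 of its cells lay in 1 cTEC cluster.

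In 1-week cTEC under the centred log ratio gates, cells in the perinatal gate held a median of 23406.5 UMIs and those in the mature gate 7028. If shallow or damaged cells merely lost surface signal, cTEC genes would be alike within a depth class. They were not, with a median log2 ratio of 1.50 over 12000 UMIs (0.94 at or under it, and 0.05 to 3.66 over the genes, libraries and both depth classes). This argues against depth as the whole cause and does not show that depth plays no part, as cells were not matched for depth within a class. Damage stays open, because damaged cells could differ in RNA as well as in surface signal.

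Free RNA of fibroblasts in the 1-week libraries could make genes look lower at 16 weeks in cTEC. Of the 466 such genes, 28 or 6.01% were at least 10 times higher in 1-week fibroblasts than in cTEC, which argues against it as the cause of the whole set. The share was 2.47% among all 13471 genes at the floor and 5.43% among the 368 genes that were higher at 16 weeks, there taken from 16-week levels, so both sets held more such genes than the background. Those 28, Mest and Fbn2 among them, stay open.

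The cluster of 20 deep cells with cTEC and T cell transcripts held 15 cells of 1-week replicate 1. Cd3e was found in 80.0% of its cells, against 12.6% of deep cTEC of that well, at medians of 56655.5 and 37784.5 UMIs, while Psmb11 stood at 1052 and 1045 CPM. Its median doublet score lay at percentile 71.9, neither in the top 5% nor low. Doublets or attached thymocytes and cTEC that enclose thymocytes cannot be told apart, because both hold RNA of both cell types in 1 droplet.

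Under the main gates edgeR called 0 genes (1121, 1225 and 2464 at an unadjusted p under 0.05; DESeq2 called up to 269 in a direction). The biological coefficient of variation was 0.382, and 0.252 under the centred log ratio, a change of -0.130. Cells of another type in the gates could raise it, but the median sum tested also went from 159 to 202 cells. With the gates unchanged, the coefficient was 0.288 without 1-week replicate 1, 0.278 with sums and block by library and 0.549 with no block, so the sums and the model moved it as well. Cells of another type and these cannot be told apart, as purity and size changed together.

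Clustering here gave 17 RNA clusters of TEC. This is more than the study reports.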
